# NEUROD2 Regulates *Stim1* Expression and Store-Operated Calcium Entry in Cortical Neurons

**DOI:** 10.1523/ENEURO.0255-16.2017

**Published:** 2017-03-09

**Authors:** Gokhan Guner, Gizem Guzelsoy, Fatma Sadife Isleyen, Gulcan Semra Sahin, Cansu Akkaya, Efil Bayam, Eser Ilgin Kotan, Alkan Kabakcioglu, Gulayse Ince-Dunn

**Keywords:** calcium, genomics, Neurod2, store-operated calcium entry, transcription factor

## Abstract

Calcium signaling controls many key processes in neurons, including gene expression, axon guidance, and synaptic plasticity. In contrast to calcium influx through voltage- or neurotransmitter-gated channels, regulatory pathways that control store-operated calcium entry (SOCE) in neurons are poorly understood. Here, we report a transcriptional control of *Stim1* (stromal interaction molecule 1) gene, which is a major sensor of endoplasmic reticulum (ER) calcium levels and a regulator of SOCE. By using a genome-wide chromatin immunoprecipitation and sequencing approach in mice, we find that NEUROD2, a neurogenic transcription factor, binds to an intronic element within the *Stim1* gene. We show that NEUROD2 limits *Stim1* expression in cortical neurons and consequently fine-tunes the SOCE response upon depletion of ER calcium. Our findings reveal a novel mechanism that regulates neuronal calcium homeostasis during cortical development.

## Significance Statement

Store-operated calcium entry (SOCE) is a major source of neuronal calcium influx. Although SOCE controls key neurodevelopmental processes, the gene expression programs that regulate this mode of calcium entry in neurons remain poorly understood. In this study, we conducted an *in vivo*, genome-wide target gene analysis of the neurogenic transcription factor NEUROD2. We find that NEUROD2 controls the *Stim1* gene, which encodes a major ER calcium sensor and an essential component of SOCE. Importantly, we demonstrate that NEUROD2 is a critical regulator of neuronal SOCE levels. Our findings present important implications for understanding transcriptional programs that control neuronal calcium homeostasis, as well as for disease mechanisms in which deranged SOCE is observed, such as epilepsy and Alzheimer’s disease.

## Introduction

By a remarkable series of regulated gene expression programs, neural progenitor cells, and eventually neurons, steadily transition from one cellular state to the next in terms of their proliferative capacities, migratory behavior, axonal growth, and dendritogenic and synaptogenic capabilities (Kohwi and Doe, 2013; Pataskar et al., 2016; Telley et al., 2016). This series of regulated transitions depends on the correct spatiotemporal expression of critical transcription factors (TFs) that allow the generation of different classes of mature neurons at the correct time and place (Leone et al., 2008; Kwan et al., 2012; Greig et al., 2013). While the phenotypes emerging from knockout mouse models of these TFs have been extensively analyzed, their genome-wide binding sites and the biological implications of such binding events are still largely unknown.

Proneural and neurogenic basic helix-loop-helix (bHLH) TFs are key players for controlling the emergence of a wide range of neuronal subtypes each with unique connectivities, and physiologic and morphologic properties (Mattar et al., 2008; Wilkinson et al., 2013; Imayoshi and Kageyama, 2014). In the developing mammalian neocortex, these TFs include proneural Neurogenins (*Neurog1/2*) and neurogenic NeuroDs (*Neurod1/2/4/6*), for which ectopic gain of function is sufficient to induce neurogenesis (Farah et al., 2000; Noda et al., 2006) and for which loss-of-function mutations result in a wide-range of neurodevelopmental abnormalities (Wilkinson et al., 2013; Yuan and Hassan, 2014). At the onset of mouse cortical neurogenesis, a transient burst of expression of Neurogenins specifies neural progenitors into cortical excitatory neurons (Fode et al., 2000; Mattar et al., 2008; Kim et al., 2011). Specifically, the Neurogenins trigger a cascade of downstream TF expression, including the NeuroD family, which then simultaneously activate genetic programs to drive excitatory neurogenesis and suppress alternative cell fates (Jo et al., 2007; Roybon et al., 2010; Pataskar et al., 2016). The importance of the Neurogenin–NeuroD gene regulatory network for human neocortical development is evidenced by a recent study demonstrating that, during the evolution of the human fetal neocortex, neural progenitor populations expressing *Neurog2* had specifically expanded relative to other progenitor classes (Johnson et al., 2015). In fact, the *Neurog1/2*-driven network is being exploited for the *in vitro* production of cortical excitatory neurons from human induced pluripotent stem cells, aided by remarkable developments in cellular reprogramming and high-throughput gene expression technologies (Busskamp et al., 2014).

NEUROD2 is one of the key members of the Neurogenin–NeuroD gene network. Within the neocortex, *Neurod2* expression is triggered as progenitors exit the cell cycle and is sustained throughout the lifetime of cortical excitatory neurons (McCormick et al., 1996; Olson et al., 2001). *Neurod2* regulates several essential features of brain development, as mice lacking *Neurod2* exhibit morphologic and physiologic defects in thalamocortical connections, hippocampal synaptogenesis, axonal guidance of callosal axons, and development of amygdalar nuclei (Olson et al., 2001; Lin et al., 2005; Ince-Dunn et al., 2006; Wilke et al., 2012; Bormuth et al., 2013; Chen et al., 2016). In gain-of-function experiments, the overexpression of *Neurod2* in cortical neural progenitors induces premature exit from the cell cycle and differentiation (Telley et al., 2016). These studies clearly reveal that NEUROD2 controls a wide-range of neurodevelopmental and physiologic processes in different developmental stages and brain regions. In fact, recent target gene analyses and gene expression studies have suggested that NEUROD2 regulates components of radial migration and neuritogenesis during embryonic development (Bayam et al., 2015; Telley et al., 2016). However, questions remain regarding the genome-wide binding sites of NEUROD2 at various spatiotemporal settings and the biologically relevant effects of such binding events.

In this study, we performed a chromatin immunoprecipitation and sequencing (ChIP-Seq) analysis of NEUROD2 from postnatal cerebral cortical tissue, with the goal of identifying target genes and pathways regulating processes important for postnatal cortical development. Our *in vivo* analysis identified *Stim1* (stromal interaction molecule 1) as a primary target of NEUROD2. *Stim1* encodes a major sensor of endoplasmic reticulum (ER) calcium levels and is an important regulator of store-operated calcium entry (SOCE; Kraft, 2015; Moccia et al., 2015). Contrary to previous research describing NEUROD2 as a transcriptional activator, our data suggest that NEUROD2 restrains *Stim1* expression via binding to an intronic element within intron 2 of *Stim1*. The NEUROD2 binding site is phylogenetically conserved and harbors clustered consensus E-box elements. Knockdown of *Neurod2* expression in cultured cortical neurons increased STIM1 protein expression and consequently caused an upregulation in SOCE. Conversely, *Neurod2* overexpression resulted in depression of SOCE response. Collectively, our data point to a NEUROD2-dependent gene regulatory mechanism that controls neuronal SOCE via fine-tuning STIM1 abundance.

## Materials and Methods

### Chromatin immunoprecipitation and sequencing

Cortices were recovered from five littermate BALB/c postnatal day 0 (P0) mice of either sex. Cortical tissue was dissected, pooled, and cross-linked for 10 min in 1% formaldehyde. Cross-linked tissue was lysed in RIPA buffer (0.05 m Tris-HCl, pH 7.5, 0.15 m NaCl, 1% Triton X-100, 1% Na-DOC, 0.1% SDS) and sonicated to achieve 200–250 bp fragments. Ten percent of the input was used to isolate input chromatin, and the remainder was used for ChIP. NEUROD2–chromatin complexes were immunoprecipitated using three separate antibodies (ab168932, ab104430, and ab109406, Abcam). Chromatin immunoprecipitated with an unrelated GFP antibody was used as a negative control (sc-8334, Santa Cruz Biotechnology). Beads used for immunoprecipitation were carried through a series of stringent wash steps (Buffer 1: 1× PBS, 0.1% SDS, 0.5% Na-DOC, 0.5% NP-40; Buffer 2: 5× PBS, 0.1% SDS, 0.5% Na-DOC, 0.5% NP-40; Buffer 3: 15 mm Tris-HCl, pH 7.5, 5 mm EDTA, 2.5 mm EGTA, 1% Triton X-100, 1% Na-DOC, 0.1% SDS, 120 mm NaCl, 25 mm KCl; Buffer 4: 15 mm Tris-HCl, pH 7.5, 5 mm EDTA, 2.5 mm EGTA, 1% Triton X-100, 1% Na-DOC, 0.1% SDS, 1M NaCl; Buffer 5: 15 mm Tris-HCl, pH 7.5, 5 mm EDTA; Buffer 6: 50 mm Tris-HCl, pH 7.5, 150 mm NaCl, 1 mm MgCl_2_, 0.05% NP-40; Buffer 7: 50 mm Tris-HCl, pH 7.5, 10 mm MgCl_2_, 0.5% NP-40). After the washes, protein–DNA crosslinks were reversed at 65°C, RNase A and proteinase K treatments were conducted, and ChIP DNA was isolated by standard phenol-chloroform extraction and ethanol precipitation. Library preparation and 50 bp single end sequencing (HiSeq 2500 platform, Illumina) were performed at Genewiz (South Plainfield, NJ).

### Bioinformatics analysis

Raw sequences from three independent NEUROD2 ChIP-Seq experiments were mapped onto the mouse genome build mm10 using *Bowtie for Illumina* (version 1.1.2; Langmead et al., 2009; Langmead and Salzberg, 2012). Peak locations were determined using *MACS* (Model-based analysis of ChIP-Seq, version 1.0.1; Zhang et al., 2008). Sequence reads from GFP ChIP-Seq were used as control files for *MACS* analysis. A *p*-value of 1 × 10^−5^ was used as cutoff value for peak calling. Analyses with *Bowtie* and *MACS* tools were conducted through the Galaxy interface (usegalaxy.org; Giardine et al., 2005). Overlapping peaks identified in all three NEUROD2 ChIP-Seq datasets were selected as high confidence binding sites, and all subsequent analyses were conducted using these binding sites. Individual *p*-values and false discovery rates (FDRs) were calculated for each of the overlapping peak regions. Processed files are available at Gene Expression Omnibus (https://www.ncbi.nlm.nih.gov/geo/) under the accession number GSE84895. Midpoints of NEUROD2 binding sites were overlapped with Ensembl annotations and labeled as intergenic, exonic, intronic, or promoter [±1000 bp of a transcription start site (TSS)]. ChIP-Seq data for various histone codes were acquired from The ENCODE Project (encodeproject.org; ENCODE Project Consortium, 2012). All histone data were generated by the Bing Ren Laboratory at the University of California, San Diego (San Diego, CA), and accession numbers are as follows: H3K9me3 (ENCFF676DBG); H3K27me3 (ENCFF102IIL); H3K27ac (ENCFF145FVU); H3K36me3 (ENCFF091JOV); H3K4me3 (ENCFF875CQU); and H3K4me1 (ENCFF152TUF). CCCTC-binding factor (CTCF) ChIP-Seq data were generated by the Richard Myers Laboratory at HudsonAlpha Institute of Biotechnology (Huntsville, AL), and the accession number is: CTCF (ENCSR677HXC). Histone-binding locations and scores obtained from the ENCODE database were overlapped with NEUROD2 binding regions, yielding six histone binding scores (one for each histone type) for each NEUROD2 binding region. Mean histone-binding scores were calculated separately for NEUROD2 binding regions located in promoters, introns, exons, and intergenic regions. The genome-wide average of the histone scores was plotted as a baseline control. Gene ontology (GO) analysis was conducted as described previously (Ashburner et al., 2000). All ChIP-Seq data were visualized either in Trackster (Goecks et al., 2012) embedded in The Galaxy Project (Giardine et al., 2005) or The UCSC Genome Browser (Kent et al., 2002).

### Data access

Raw ChIP-Seq data and processed files are available at Gene Expression Omnibus (http://www.ncbi.nlm.nih.gov/geo/) under the accession number GSE84895.

### ChIP followed by quantitative PCR (ChIP-qPCR)

Ten percent of the cross-linked lysate was used to prepare input DNA by standard phenol-chloroform extraction followed by ethanol precipitation. Input and ChIP DNA were dissolved in 300 μl of sterile water, and 1 μl from each was used as template for quantitative PCR (qPCR). The adjusted input Ct value (representing 10% of input chromatin) was calculated by subtracting 3.32 (log_2_10) from the input Ct value. The following formula was then used to calculate the input normalized ChIP DNA amount: 100 × 2^(Adjusted input Ct − ChIP Ct)^. The normalized NEUROD2 ChIP DNA amounts were divided by normalized GFP ChIP DNA. The primer sequences used in ChIP-qPCR experiments were as follows: Stim1-int2-ChIP-F (gtcctgctgctgactatgtg); Stim1-int2-ChIP-R (ctaaccctttgcccctaacc); Stim1-int1-ChIP-F (gaagttctttcgtgtagtagtcatgc); Stim1-int1-ChIP-R (cagaaaggcacacctgaacaccaag); Stim1-int3-ChIP-F (aggaagggaacctcttagacaactcag); Stim1-int3-ChIP-R (ggcagtagagatggttcagtggttaag); Dlx2-ChIP-F (gacggttgcctcctttcttg); Dlx2-ChIP-R (gtcgagtgcatatcagccac); Gsx2-ChIP-F (caaaagccagttctctcccg); Gsx2-ChIP-R (ggctggtgatggtgatgatg); Gad1-ChIP-F (ccagggatcgtgcaagcaa); Gad1-ChIP-R (gtggtcttggggtctctacg); Calb2-ChIP-F (atgcgggtaggtatgcttcg); Calb2-ChIP-R (cagggcgttagcttgaagga); Npy-ChIP-F (tcacttgctggactcaggttc); Npy-ChIP-R (atgcaatctgggttcctggt); Neurod6-ChIP-F (aacagttgcaccattggcag); Neurod6-ChIP-R (gcactgatcatctggcatcc); Bhlhe22-ChIP-F (gccacacatgtcaagctaaag); Bhlhe22-ChIP-R (gccgcgagtctgaatagtttc); Nrcam-ChIP-F (aagcttcggaaacacgcac); Nrcam-ChIP-R (ggctccttgttctgctccag); and Cux1-ChIP-F (ggtgaccgatagcttgcatc); Cux1-ChIP-R (agtctccttacagtccagcg).

### Cloning

shND2-1, shND2-2, and nonsilencing (NS) short hairpin RNAs (shRNA) were cloned into pSUPER-neo-EGFP (www.oligoengine.com) as described in the manual. For calcium imaging and immunofluorescent staining experiments, the EGFP cassette was removed, and an mCherry-expressing cassette was subcloned into the *Age*I and *Not*I sites of pSUPER-neo. shND2-1-resistant cDNA (resND2) was created by site-directed mutagenesis in the pcDNA4 backbone vector by introducing three silent mutations (C1077A, G1080A, T1083A) within the shND2-1 target sequence (aagacaagagattctcgga). The primer sequences were as follows: shND2-1_F (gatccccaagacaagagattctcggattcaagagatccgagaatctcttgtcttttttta); shND2-1_R (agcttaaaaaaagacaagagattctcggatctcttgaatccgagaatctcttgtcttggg); shND2-2_F (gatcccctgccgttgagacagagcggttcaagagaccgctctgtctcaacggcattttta); shND2-2_R (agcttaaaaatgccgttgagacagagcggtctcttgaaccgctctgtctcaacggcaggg); NS_F (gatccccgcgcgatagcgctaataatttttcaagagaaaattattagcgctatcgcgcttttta); NS_R (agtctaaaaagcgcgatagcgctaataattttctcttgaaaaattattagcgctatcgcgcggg); resND2_F (ttcaccacgatcggggccccatgtac); and resND2_R (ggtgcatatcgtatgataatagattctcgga). For luciferase assays, a 570 bp fragment encompassing the NEUROD2 binding site in *Stim1* intron 2 was amplified by PCR, subcloned into the *Kpn*I and *Hind*III sites of pXPG backbone vector (Bert et al., 2000). All four E-boxes were destroyed by site-directed mutagenesis using the following primers: Stim1MutE1_F (cactcaagcaagggtccca); Stim1MutE1_R (ggtgaacagaatgtatcttccc); Stim1MutE2_F (cagacacatggagctacac); Stim1MutE2_R (ggtacacggacccttgcttg); Stim1MutE3_F (agctacacatttcagagagtaggc); Stim1MutE3_R (gattgactctgggtacacggac); Stim1MutE4_F (cctccgtcatgcttccagga); and Stim1MutE4_R (gattcacggggagctgctgcctc). All constructs created were confirmed by Sanger sequencing.

### Reverse Transcription and quantitative PCR (RT-qPCR)

Total RNA from primary cortical cultures was prepared using the Absolutely RNA Microprep Kit (Agilent Technologies) and reverse-transcribed using Transcriptor High Fidelity cDNA Synthesis Kit (Roche). The transcripts were quantified by qPCR with Luminaris HiGreen qPCR Master Mix (Thermo Scientific) using a CFX Connect Real-Time PCR Detection System (Bio-Rad). *Gapdh* RNA was used for normalization. The primer sequences were as follows: Stim1-qPCR-F (cctctcttgactcggcataatc); Stim1-qPCR-R (gaccttctctacttccacagttc); Gapdh-qPCR-F (cgacttcaacagcaactcccactcttcc); Gapdh-qPCR-R (tgggtggtccagggtttcttactcctt); Stim2-qPCR-F (ctactgtgctttcttcgccc); and Stim2-qPCR-R (aactccataccgcattgctg)

### Luciferase assays

Transfection of HEK293T cells for luciferase assay was performed in 24-well plates using Lipofectamine 2000 (Invitrogen). Each well was cotransfected with 200 ng of pXPG luciferase reporter construct (Bert et al., 2000), 200 ng of empty or NEUROD2-expressing pcDNA4 plasmid and 100 ng of Renilla pRL-null plasmid (Promega). Twenty-four hours after transfection, the cells were lysed in PLB buffer (Promega), and the activity of Firefly and Renilla luciferases were assessed using Dual-Luciferase Reporter Assay System (Promega).

### Primary cortical cultures, immunoblotting, and immunofluorescence staining

Primary cortical cultures were prepared from embryos of either sex derived from pregnant BALB/c mice on embryonic day 14.5 (E14.5). Briefly, cortices were dissected in ice-cold 1× HBSS and digested in 20 U/ml papain enzyme for 10 min at 37ºC. Digestion was terminated by treatment with 10 mg/ml trypsin inhibitor for 1 min. Tissue was triturated two to four times and plated onto plates (pre-coated with laminin and poly-d-lysine) in Basal Media Eagle supplemented with 5% FBS, 1 mm l-glutamine, penicillin/streptomycin, 1× N-2, and 1× B27 supplements (Invitrogen). For immunoblotting and RT-qPCR experiments, shRNAs were transfected by nucleofection immediately before plating (P3 primary cell 4-D nucleofector C kit, program #CU-133, Lonza). Protein lysates were collected at 5 days *in vitro* (DIV) in RIPA buffer supplemented with protease inhibitors. For immunofluorescence staining, neurons were transfected with Lipofectamine 2000 transfection reagent (Invitrogen) at 2 DIV and fixed with 4% paraformaldehyde at 5 and 8 DIV. All images were collected with Nikon 90i Eclipse confocal microscope, and analysis was performed with ImageJ software. Antibodies used were as follows: myc (sc-40, Santa Cruz Biotechnology), STIM1 (5668, Cell Signaling Technlogy), GFP (H0612, Santa Cruz Biotechnology), BETA-ACTIN (PA5-16914, ThermoFisher Scientific), NEUROD2 (ab168932, ab104430, and ab109406, Abcam), and Histone H3 (9715S, Cell Signaling Technology).

### Calcium imaging

Primary neuronal cultures were prepared from mouse E14.5 embryos as described above. At 2 DIV, pSUPER-neo-mCherry expressing either *Neurod2* shRNA or nonsilencing shRNA was transfected. For rescue experiments, resND2 in pcDNA4 backbone vector was cotransfected with Lipofectamine 2000. Calcium-imaging protocol was conducted at ∼7–9 DIV. Briefly, calcium-sensitive dye Fluo-3 dissolved in Ringer’s solution (155 mm NaCl, 10 mm d-glucose, 5 mm HEPES, 4.5 mm KCl, 2 mm CaCl_2_, and 1 mm MgCl_2_, pH 7.4) was loaded onto cells at a final concentration of 4 µm. Before imaging, cultures were treated with 1 µm TTX to prevent spontaneous activity. All live imaging experiments were performed using an XcellencePro inverted microscope (Olympus), where the imaging chamber was kept at 37°C and 5% CO_2_. ER Ca^2+^ was depleted by treatment with 5 µm thapsigargin in Ca^2+^-free Ringer’s solution. Images were acquired every 6 s for a total duration of 10 min using 40× magnification. The images were quantified with ImageJ software, based on mean signal intensity measured on neuronal somas. The quantified images were plotted as Δ*F*/*F*_o_ after background subtraction. *F*_o_ represented the minimum signal obtained in the images after background subtraction was performed. This minimum signal was set as a value of 1 and all other measurements (Δ*F*) were plotted as a ratio of this minimum signal.

### Use of animals

All animal experiments were done in accordance with guidelines provided by the Koç University, Ministries of Food, Agriculture and Live Stock, Forestry and Water Management, Turkey and the European Union. Ethics approval was obtained from the Institutional Animal Care and Use Committee of Koç University (no. 2013-1).

## Results

### ChIP-Seq reveals NEUROD2 targets in postnatal cerebral cortical tissue

In the mouse, cortical neurogenesis and the process of neuronal migration largely come to an end by birth, and early postnatal days coincide with the initiation of a period of intense dendritic growth, synaptogenesis, and axonal myelination (Semple et al., 2013). Since *Neurod2* is highly expressed in the cerebral cortex during embryonic and postnatal development (Lin et al., 2004; Ince-Dunn et al., 2006) and *Neurod2* knockout mice display defects in neocortical and hippocampal dendritogenesis and synaptogenesis (Ince-Dunn et al., 2006; Wilke et al., 2012; Chen et al., 2016), we decided to identify its genome-wide targets within the cortex during this developmental time period. We dissected cerebral cortex tissue from P0 wild-type mice and conducted ChIP-Seq analysis using three separate NEUROD2 antibodies (Fig. 1*A*). 

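ChIP-Seq recovers DNA fragments bound by a protein with an antibody against it and sequences them. The paper's methods describe cortices pooled from 5 littermate mice at postnatal day 0, and NEUROD2 was precipitated with antibody 1 (ab168932), antibody 2 (ab104430) and antibody 3 (ab109406), with 1 library each. The methods also speak of independent experiments, and do not state whether each antibody had its own pool of mice. The spread between antibodies therefore covers the antibody and the library preparation, and whether it also covers variation between mice is not known. Reads were mapped by the authors to GRCm38 (mm10) with Bowtie, and peaks were called with MACS for each antibody alone, with the reads of the GFP antibody as control. The deposited lists give the position and the score of each peak, minus 10 times the log10 of its p, as computed by MACS, with no scaling between antibodies. The lists do not give read counts, so the depth behind each score is unknown, and both the number of peaks and their scores rise with depth. The list of antibody 1 held 5202 peaks with a median length of 283.5 bp and a median score of 86.4. Antibody 2 gave 11196 peaks, with a median length of 355 bp and a median score of 93.9. Antibody 3 gave 3164 peaks, with a median length of 253 bp and a median score of 76.7. Scores reached an upper limit of 3100, which 3 peaks of antibody 1 and 3 peaks of antibody 2 had. From these lists, peaks that shared at least 1 bp were merged into sites, sites were assigned to genes with the GENCODE M21 annotation of the same genome build, and scores were used to rank, filter and describe peaks and sites.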

We normalized our ChIP-Seq signals to a dataset acquired from a ChIP-Seq experiment conducted with an unrelated GFP antibody using the same tissue. Our computational analyses from three separate NEUROD2 ChIP-Seq experiments collectively yielded a total of 19,562 unique binding sites (*p* < 1 × 10^−5^). 

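Added together without merging, the 3 lists held 19562 peaks. After peaks sharing at least 1 bp were merged, 12637 separate sites remained, and this number fell to 5363 when only peaks with a score of at least 100 were used. A peak of antibody 2 alone made up 6598 of the merged sites, or 52.2%. Antibody 1 alone accounted for 992 sites and antibody 3 alone for 456. Antibodies 1 and 2 shared 1984 sites that antibody 3 lacked, antibodies 2 and 3 shared 487 that antibody 1 lacked, and antibodies 1 and 3 shared 32 that antibody 2 lacked.

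**Figure D1:**
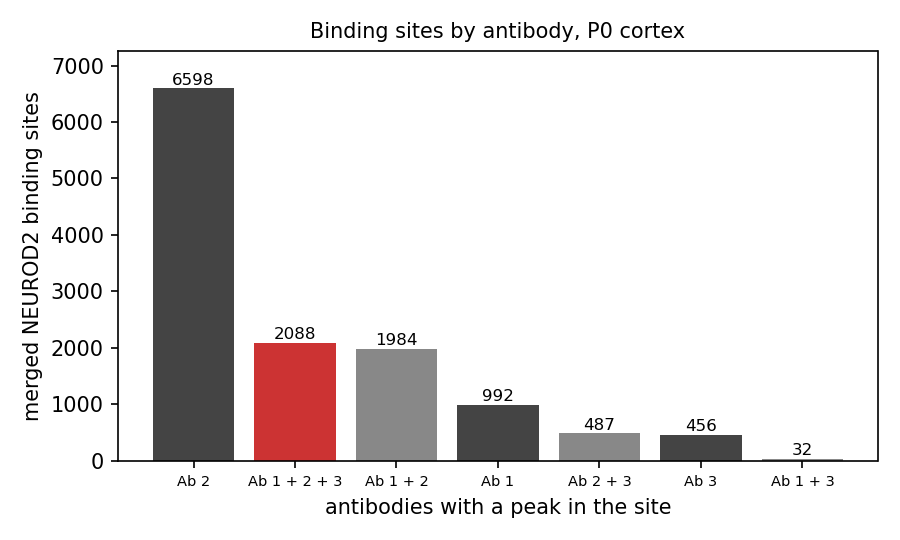
Number of merged NEUROD2 binding sites in P0 cortex (y axis) by the antibodies (Ab) that had a peak in the site (x axis). Bars are counts of sites without error bars, dark for 1 antibody, light for a pair and red for all 3, and the tallest bar is the 6598 sites of antibody 2 alone.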

To minimize false-positive hits, we filtered for the 2,071 peaks that overlapped in all three experiments and represented highly significant binding regions (*p* < 1 × 10^−164^; FDR <0.004; Tables 1, Fig. 1*A*). 

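Merging the peaks gave 2088 sites with a peak of each antibody. The authors' deposited table lists 2071 sites, and 2051 of these had exactly the limits of a merged site. When the peaks of each antibody were shifted together by a random distance along each chromosome, 1000 shifts gave on average 0.016 sites with all 3 antibodies (one-sided permutation test, p = 0.001, the smallest p that 1000 shifts can give). Requiring a score of at least 100 from every antibody left 954 sites. Across the shared sites, Spearman's correlation of the highest peak scores was 0.713 (95% bootstrap interval 0.687 to 0.738) between antibodies 1 and 2, 0.684 (0.656 to 0.711) between antibodies 1 and 3 and 0.717 (0.690 to 0.740) between antibodies 2 and 3. These correlations are across sites of single libraries, and sites are not independent replicates. In each of the 2051 sites, the deposited score equalled the sum of the scores of all peaks of the 3 antibodies in the site. The deposited scores ranged from 163.66 to 8439.73 with a median of 573.06, and the median site was 528 bp long. In 1117 sites at least 1 antibody had no peak with a score of 100 or more. The paper reasons that a peak found in all experiments is less likely to be a false-positive hit, and bases its later analyses on these sites.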

All subsequent analyses were conducted using these 2,071 overlapping binding sites.

**Figure 1.**
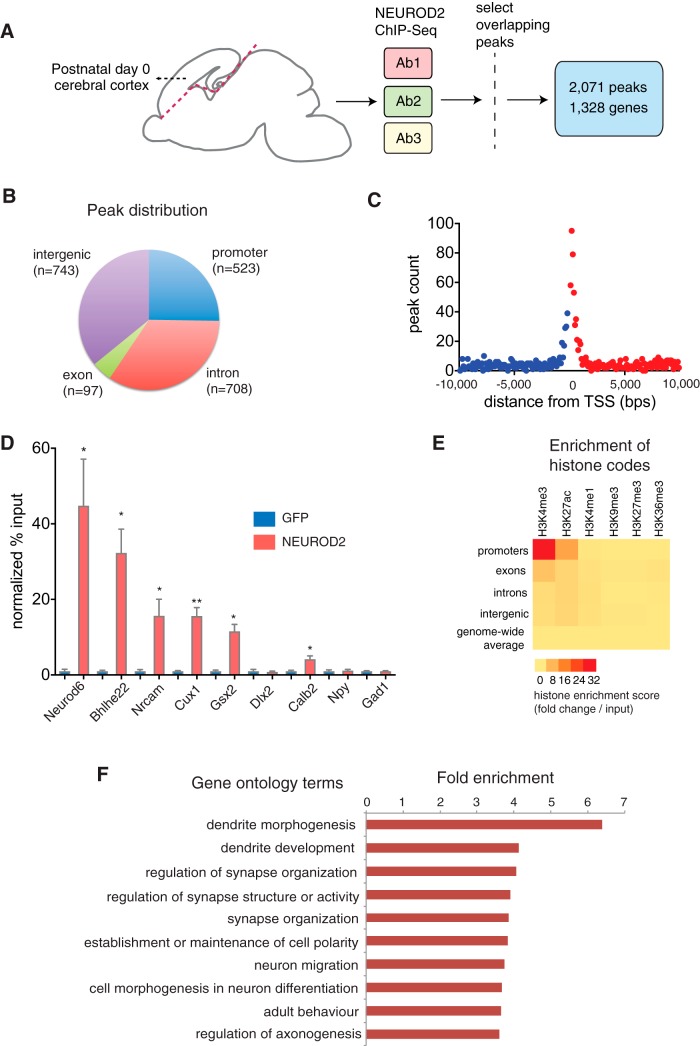
Identification of genome-wide NEUROD2 binding sites at postnatal day 0 cerebral cortex. ***A***, NEUROD2 ChIP-Seq was performed on cerebral cortex tissue using three separate antibodies. Selecting for overlapping peaks in all three datasets revealed 2,071 high confidence binding sites mapping to 1,328 annotated genes. ***B***, Distribution of midpoints of NEUROD2 binding sites based on mouse Ensembl transcripts. Midpoints mapping within ± 1000 bp of TSSs are accepted as promoter binding. ***C***, The number of NEUROD2 binding regions is plotted as a function of the distance of their midpoints to the closest TSS. A clear binding preference for NEUROD2 within ± 1000 bp is observed. ***D***, Quantification of NEUROD2 binding to target and nontarget regions by ChIP-qPCR. Template DNA is immunoprecipitated with NEUROD2 antibody or an unrelated GFP antibody as a negative control. Amount of DNA immunoprecipitated is expressed as percentage of input DNA (% input). NEUROD2 % input values are normalized to GFP % input values as described in Materials and Methods. Enrichment of NEUROD2 is detected at target regions located on *Neurod6*, *Bhlhe22*, *Nrcam*, and *Cux1* genes, but not at nontarget regions on *Dlx2*, *Npy*, and *Gad1* genes. Slight enrichment is also observed in nontarget genes *Gsx2* and *Calb2*. Bars represent SEM. *p* < 0.0001 determined by one-way ANOVA followed by unpaired *t* test, *p < 0.05, **p < 1 × 10^−4^ (Table 2). ***E***, Enrichment of histone marks within NEUROD2 peaks located within different genomic regions is represented as a heat map. Genome-wide enrichment of histone marks, including NEUROD2 target and nontarget sequences, are plotted as baseline controls. ***F***, Gene ontology analysis of all 1,328 genes identifies dendrite morphogenesis and synaptic organization as the two main NEUROD2-regulated biological processes. Significantly enriched GO categories (*p* < 0.01) are ranked based on their fold enrichment.

**Table 1:** Top 10 NEUROD2 target-binding regions

Gene symbol	Gene name	Ensembl ID	Genomic position of binding	Genomic region	Score	FDR (%)
Krtap16-1	Keratin-associated protein 16-1	ENSMUST00000105050	chr11: 99985038- 99986631	Promoter	8439.73	0
n/a	n/a	n/a	chr10: 84357827- 84358757	Intergenic	6366.16	0
Prss36	Polyserase-2 precursor	ENSMUST00000094026	chr7: 127935318- 127936794	Promoter	6362.44	0
Man1c1	Mannosidase α class 1C member 1	ENSMUST00000038628	chr4: 134579940-134581329	Exon	5669.73	0
n/a	n/a	n/a	chr12: 6638634- 6639508	Intergenic	5018.18	0
Tecr	Synaptic glycoprotein SC2 (very-long-chain enoyl-CoA reductase)	ENSMUST00000165740	chr8: 83584694-83585269	Intron	5011.04	0
Stim1	Stromal interaction molecule 1	ENSMUST00000033289	chr7: 102369602-102370206	Intron	4889.58	0
Hlcs	Holocarboxylase synthetase	ENSMUST00000163193	chr16: 94313192-94313996	Promoter	4595.15	0
Btbd17	BTB/POZ domain-containing protein 17	ENSMUST00000156192	chr11: 114795002- 114795886	Promoter	4541.48	0
Erg	Erythroblast transformation-specific transcription factor	ENSMUST00000077773	chr16: 9539059-95391295	Intron	4390.44	0

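The 10 sites with the highest deposited scores had peaks with every antibody, but the order of the sites differed between antibodies. The site at the promoter of Krtap16-1 (chromosome 11, 99985039 to 99986631, GRCm38) ranked first with each of them. An intergenic site on chromosome 10 (84357828 to 84358757), 34095 bp from the closest TSS, had a score of 6366.16. The site at the promoter of Prss36 had a score of 6362.44, and the site in Man1c1 one of 5669.73. The intergenic site on chromosome 12 (6638635 to 6639508) had a score of 5018.18, and the Tecr site one of 5011.04. The sites of Hlcs (4595.15), Btbd17 (4541.48) and Erg (4390.44) had lower scores than these. By the score of antibody 1 alone, the Hlcs site ranked 33rd and the Btbd17 site 17th. With antibody 2 alone, the Tecr site ranked 16th and the Erg site 18th. The midpoint of the Tecr site lay 543 bp from the TSS of Gm45823 in the GENCODE annotation and was counted there as a promoter, and the Man1c1 midpoint lay in an intron.

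**Figure D2:**
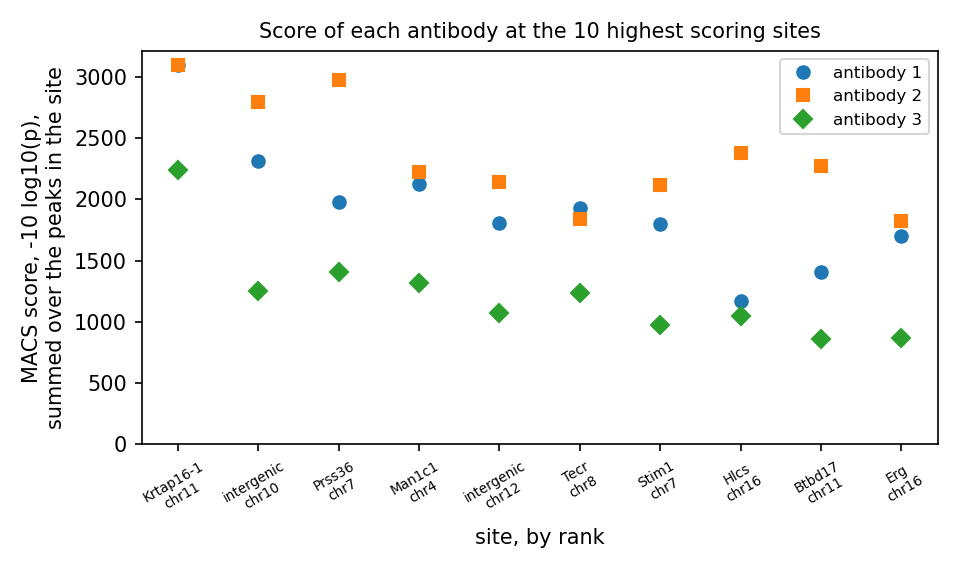
MACS score of each antibody (y axis, minus 10 times the log10 of p, summed over the peaks of that antibody in the site) at the 10 sites with the highest deposited scores, in order of rank (x axis, gene of the deposited table and chromosome). Each point is 1 antibody, without replicates, and antibody 3 has the lowest score at every site shown.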

Score = −10log10(*p* value). n/a, Not applicable.

**Table 2:** Statistical table

Figure	Data structure	Type of test	Power
1*D*	Quantification of DNA by qPCR (*n* = 4–6, 2 biological replicates with each having 2–3 technical replicates)	One-way ANOVA followed by Student’s *t* test (two-tailed, type 2)	*p < 0.05, **p < 1 × 10^−4^
3*A*	Quantification of DNA by qPCR (*n* = 18, 6 biological replicates with each having 3 technical replicates)	One-way ANOVA followed by Student’s *t* test (two-tailed, type 2)	*p < 0.05, **p < 1 × 10^−4^, ***p < 1 × 10^−5^
3*B*	Measurement of luciferase reporter activity (*n* = 9, 3 biological replicates with each having 3 technical replicates)	Gaussian distribution was confirmed by D’Agostino–Pearson normality test (α = 0.05); one-way ANOVA followed by *post hoc* Tukey’s test	****p < 0.0001
4*B*	Quantification of mRNA by RT-qPCR (*n* = 9, 3 biological replicates, with each having 3 technical replicates)	Gaussian distribution was confirmed by D’Agostino–Pearson normality test (α = 0.05); one-way ANOVA followed by *post hoc* Tukey’s test	*p = 0.023
4*D*	Quantification of protein levels by immunoblotting (*n* = 3 biological replicates)	Unpaired *t* test (two-tailed, type 2)	*p* = 0.057
4*G*,*H*	Quantification of protein levels by immunofluorescence (*n* = 30, from 2 biological replicates)	Nonparametric Kruskal–Wallis test followed by Dunn’s multiple-correction analysis	*p < 0.02,**p = 0.0012, ****p < 0.0001
6*B–F*	Quantification of calcium levels by measuring Fluo-3 signal (*n* = 20–50 per condition)	Nonparametric Kruskal–Wallis test followed by Dunn’s multiple-correction analysis	**p = 0.0073, ***p = 0.0008
7*B–F*	Quantification of calcium levels by measuring Fluo-3 signal (*n* = 20–40 per condition)	Unpaired *t* test (two-tailed, type 2)	*p < 0.05

Initially, we mapped our list of genome-wide NEUROD2 binding sites onto annotated mouse transcripts from the Ensembl database (Hubbard et al., 2002). 

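The midpoint of each shared site was compared with the transcripts of GENCODE M21, an annotation released later than the one used by the authors. Of these midpoints, 644 (31.1%, 95% Wilson interval 29.1 to 33.1) lay within 1000 bp of a TSS. Another 722 lay in introns and 86 in exons outside these windows, together 808 sites or 39.0% (36.9 to 41.1). The remaining 619 sites (29.9%, 28.0 to 31.9) were intergenic. The share of promoters was moved most by the TSSs used, to 25.5% (23.7 to 27.4) with the TSSs of protein-coding transcripts only. The authors' deposited table assigned 522 sites to promoters, 706 to introns, 98 to exons and 744 to intergenic sequence, and 1820 sites (87.9%) were in the same class in both. Median scores differed little between classes, with 579.05 at promoters, 578.67 in introns, 540.835 in exons and 560.61 in intergenic sequence.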

We discovered that ∼25% (*n* = 516) of all binding sites mapped onto promoter sequences, as defined by a window flanking both sides of TSSs by 1000 bp, 39% (*n* = 805) mapped onto intronic or exonic regions outside of the 2000 bp window, and another 36% (*n* = 743) mapped onto intergenic regions (Fig. 1*B*). 

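To measure how often sites would lie near a TSS by chance, the site midpoints were shifted together by a random distance along each chromosome. On average 132 sites (6.38%) fell within 1000 bp of a TSS over the shifts, and no shift placed more than 174 there. The observed number was 4.87-fold higher (one-sided permutation test, p = 0.001, the smallest p possible). Against the TSSs of protein-coding transcripts the ratio was 9.56-fold. The density of sites fell steadily with distance from the closest TSS. It was 1250.0 sites per kb within 100 bp, 530.0 per kb between 100 and 250 bp, 260.0 per kb between 250 and 500 bp, 105.0 per kb between 500 and 1000 bp and 46.5 per kb between 1000 and 2000 bp, counting both sides of the TSS.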

While a majority of NEUROD2 binding sites did not map onto promoter sequences, when they were plotted relative to all TSSs in the mouse genome, a distinct binding preference was observed proximal to TSSs (Fig. 1*C*).

Next, we validated a number of selected binding sites on four different genes from our dataset, which were associated with a range of statistical confidence intervals [*Neurod6* (785.52), *Bhlhe2* (531.7), *Nrcam* (1045.99), *Cux1* (706.74); score = −10*log_10_(*p*-value)]. 

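In the deposited ChIP-Seq table, the site of Neurod6 (chromosome 6, 55680992 to 55681565, GRCm38) had a score of 785.52 and ranked 646th of the shared sites, with its midpoint 16 bp from the TSS. The Bhlhe22 site (chromosome 3, 18053946 to 18054386), 8 bp from the TSS, had a score of 531.70 and ranked 1157th. The Nrcam site (chromosome 12, 44328737 to 44330200), 219 bp from the TSS, had a score of 1045.99 and ranked 393rd. The Cux1 site (chromosome 5, 136486444 to 136486848) lay in an intron, 49831 bp from the closest TSS, and ranked 756th with a score of 706.74. The antibodies contributed unequally to these scores. At Nrcam, antibody 2 gave 727.47 and antibodies 1 and 3 gave 163.3 and 155.22, whereas at Cux1 the highest score, 363, came from antibody 1 and the lowest, 84.16, from antibody 3.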

For quantifying NEUROD2 binding, we conducted ChIP-qPCR. As a negative control, we used template DNA, which had been chromatin-immunoprecipitated with an unrelated GFP antibody. In additional negative controls, we also performed ChIP-qPCR using primers specific to sequences on other non-target genes (*Gad1*, *Dlx2*, *Npy*, *Gsx2*, and *Calb2*). As a result, we observed a significant enrichment of NEUROD2 at all target genes tested, but not at non-target genes *Gad1*, *Dlx2*, and *Npy* (Fig. 1*D*). Unexpectedly, we also observed a low but significant enrichment at promoters of *Gsx2* and *Calb2*; whether these are biologically relevant or nonfunctional binding events remains to be elucidated.

To gain insight into the biological relevance of all 1,328 genes, which harbored NEUROD2 binding sites within their promoters or gene bodies, we conducted a GO analysis. 

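With the GENCODE annotation, 1452 genes had the midpoint of a shared site in their body or within 1000 bp of a TSS, and 1179 protein-coding genes did so when only protein-coding transcripts were used. In the authors' deposited table, 1328 sites carried a gene symbol and 1172 distinct symbols were listed. Of these symbols, 1109 were also found with the GENCODE annotation. More than 1 gene was assigned to 267 sites.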

In agreement with previous reports focused on *Neurod2* mutant phenotypes (Ince-Dunn et al., 2006; Wilke et al., 2012; Chen et al., 2016), our analysis revealed dendrite development and synapse organization as the most enriched functional categories (Fig. 1*F*). Importantly, many of the previously confirmed NEUROD2 targets, such as *Dlg4/Psd95* (Wilke et al., 2012) and *Cntn2* (Bormuth et al., 2013), as well as previously unknown targets that are key regulators of dendritogenesis and synaptogenesis, such as *Grip1*, *Nrxn3*, *Nrxn1*, and *Camk2a*, were among those genes enriched in identified GO categories.

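The site at Dlg4 (chromosome 11, 70029831 to 70030413, GRCm38) had a score of 545.79 and its midpoint lay 33 bp from an annotated TSS. This TSS lies inside the gene, which starts at 70016942, and the authors assigned the site to an intron. The Cntn2 site (chromosome 1, 132543644 to 132544178) lay 655 bp from a TSS and had a score of 859.66. The sites of Grip1 (chromosome 10, 120038217 to 120038645), Nrxn3 (chromosome 12, 89377271 to 89377650) and Camk2a (chromosome 18, 60932564 to 60933001) were intronic. Their scores were 835.49 at Grip1, 524.16 at Nrxn3 and 303.46 at Camk2a. The authors assigned the Grip1 site to an exon instead. The Camk2a site ranked 1854th, and antibody 3 had a score of 58.52 there. Each of these genes had 1 shared site.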

Next, we asked whether NEUROD2 binding sites within different locations in the genome corresponded to either transcriptionally active or repressed chromatin. We acquired ChIP-Seq data collected from P0 mouse forebrain using antibodies against specific histone modifications associated with active transcription or silenced chromatin (ENCODE Project Consortium, 2012; www.encodeproject.org). Specifically, we used H3K4me3 as a marker for promoters; H3K4me1, H3K27ac and H3K36me3 as markers of active enhancers; and H3K9me3 and H3K27me3 as markers of repressed chromatin (Zhang et al., 2015). We calculated peak intensities corresponding to different histone modifications within NEUROD2 binding sequences. As a baseline value, we calculated the genome-wide average of peaks corresponding to different histone modifications (Fig. 1*E*). Our results demonstrated that NEUROD2 binding sequences mapping onto promoter regions were enriched with markers of actively transcribed promoters (H3K4me3) and enhancers (H3K4me1 and H3K27ac), (Fig. 1*E*). However, binding sites that mapped onto non-promoter gene bodies or onto intergenic regions exhibited only a low level of association with markers of active transcription or enhancers, and many NEUROD2 binding sites did not overlap with markers of either active or repressed transcription (Fig. 1*E*). 

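Of the 207 sites in the highest 10% by deposited score, 155 lay outside promoters (74.9%, 95% Wilson interval 68.6 to 80.3). Among the other 1864 sites, 1272 did (68.2%). This difference did not reach the threshold of 0.05 (two-sided Fisher's exact test, p = 0.0573). It depended on the ranking and on the TSSs. Ranked by antibody 1 alone the share among the highest 10% was 81.2% (two-sided Fisher's exact test, p = 3.58e-05), and ranked by antibody 2 alone it was 70.0% (p = 0.752, same exact test). With the TSSs of protein-coding transcripts it was 82.6% (p = 0.00421, same exact test). Among the highest 1%, 13 of 21 sites were outside promoters (61.9%; exact test, p = 0.484), a lower share than among the rest.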

Since many of the peaks mapping onto these non-promoter binding sites were among the highest ranking of all NEUROD2 peaks, we argued that at least a subset likely represented functionally relevant binding events as opposed to nonfunctional interactions (Fig. 1*B*).

### NEUROD2 binds to a conserved intronic element within the *Stim1* gene

Genome-wide studies of regulatory sequences have demonstrated that development and physiology of the cerebral cortex rely on the regulation of enhancer activity (Malik et al., 2014; Nord et al., 2015) and that neocortical expansion in mammals is substantially driven by changes in *cis*-regulatory elements (Reilly et al., 2015; Emera et al., 2016; Silver, 2016). However, many of the *trans*-acting factors that control the activity of these *cis*-elements and the functional outcomes of such interactions at the cellular and organismal level are largely unknown. Our observation that the majority of NEUROD2 binding sites were located outside of promoter regions suggested that at least a subset of these sites may represent important regulatory sequences that can potentially play critical roles in developmental gene expression regulation in the cortex. Therefore, next we decided to focus on how one of these potential regulatory elements was impacted by NEUROD2 binding. 

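The site in Stim1 (ENSMUSG00000030987) spans 604 bp of chromosome 7 from 102369603 to 102370206 (GRCm38). In transcript ENSMUST00000033289 it lies in intron 2, which extends from 102354632 to 102386086, with 14971 bp to the exon upstream and 15880 bp to the exon downstream. Its midpoint is 102099 bp from the TSS of this transcript. Its deposited score of 4889.58 is the sum of 1796.01 with antibody 1, 2118.80 with antibody 2 and 974.77 with antibody 3. By this score it ranked 7th of all shared sites, 4th of the 1427 sites outside promoters and 2nd among intronic sites. The ranks with antibodies 1, 2 and 3 alone were 7, 8 and 8 (SD 0.577, n = 3 antibodies). Divided by the length of each site, the score placed it 4th, and among all peaks of each antibody it ranked 11th with antibody 1, 11th with antibody 2 and 8th with antibody 3.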

A binding site mapping to the second intron of the *Stim1* gene immediately attracted our attention as one of the highest scoring NEUROD2 binding sites (Table 1; Fig. 2*A*). *Stim1* gene encodes for a protein that regulates store-operated calcium entry (Liou et al., 2005). Since in the past it had been suggested that NEUROD2 is a calcium influx activated TF (Ince-Dunn et al., 2006), we decided to investigate the potential regulation of calcium influx by NEUROD2 and therefore selected *Stim1* gene for further investigation.

**Figure 2.**
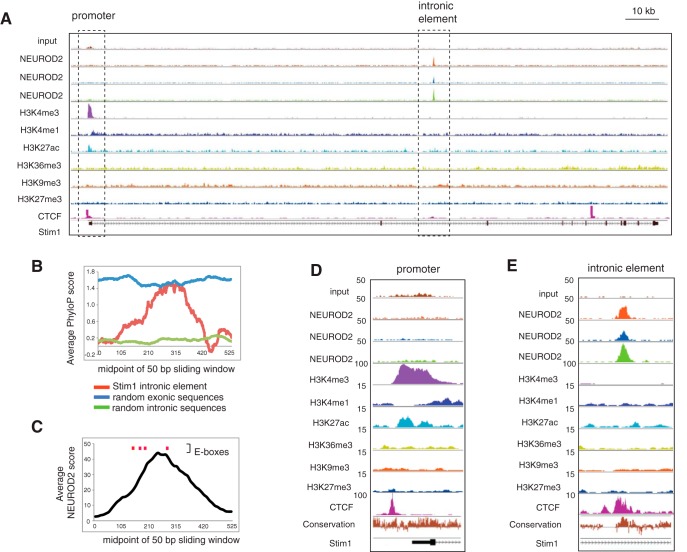
NEUROD2 binds to a conserved intronic element within the *Stim1* gene. ***A***, Input DNA or ChIP-Seq tracks acquired from three separate NEUROD2 antibodies or various histone modifications along the *Stim1* gene are plotted. ***B***, The midpoint of a 50 bp sliding window across a 550 bp stretch is plotted as a function of its average evolutionary conservation score (PhyloP score). Blue and green traces represent the average of 20 randomly selected exonic or intronic sequences within the *Stim1* gene, respectively. The red trace represents the NEUROD2 binding sequence within intron 2. ***C***, The midpoint of a 50 bp sliding window encompassing the NEUROD2 binding sequence within intron 2 is plotted as a function of NEUROD2 ChIP-Seq score (MACS score from NEUROD2 ChIP-Seq with antibody 2). Red lines denote the locations of E-boxes. ***D***, ***E***, A closer view of *Stim1* promoter and intronic element are presented. Enrichment of promoter-associated histone modifications H3K4me3 and H3K27ac are observed proximal to *Stim1* TSS. While no NEUROD2 binding is observed at the *Stim1* promoter, all three antibodies reveal strong enrichment at a specific sequence within intron 2.

An examination of the *Stim1* intronic element revealed, within a 130 bp stretch, a cluster of four E-box elements (CANNTG), which is the consensus sequence for bHLH TFs like NEUROD2. 

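The CANNTG motif occurred 4 times in the 604 bp of the site (GRCm38, chromosome 7). The E-boxes were CATCTG from 102369774 to 102369779, CAGTTG from 102369798 to 102369803, CACATG from 102369809 to 102369814 and CAGATG from 102369897 to 102369902, and together they spanned 129 bp. The reference sequence from 102369759 to 102369917, which holds the cluster with 15 bp on each side, is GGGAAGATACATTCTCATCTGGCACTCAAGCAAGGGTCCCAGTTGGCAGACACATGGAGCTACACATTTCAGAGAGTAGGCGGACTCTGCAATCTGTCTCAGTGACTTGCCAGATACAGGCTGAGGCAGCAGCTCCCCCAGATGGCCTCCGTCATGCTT. The same 4 E-boxes were counted in the peak of each antibody.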

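Intronic sequence outside all annotated exons covered 1090487351 bp of the mouse genome (GRCm38) and held 6122769 CANNTG motifs, or 1 per 178.1 bp. Without repeats the spacing was 178.73 bp. Intron 2 of Stim1 itself, 31455 bp long, held 171 motifs, 1 per 183.95 bp.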

We calculated the frequency of E-box distributions in all intronic sequences found in the mouse genome and found that on average one E-box is observed approximately every ∼180 bp. Therefore, four E-boxes within ∼130 bp represented approximately fivefold enrichment above random chance. 

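At the spacing found in introns, 0.724 E-boxes would be expected in the span of the cluster, so that the observed number was 5.52-fold higher. Over the whole site 3.39 E-boxes would be expected. Of all intronic windows as long as the span, 0.750% held at least as many E-boxes. Because the position of the cluster within the site was not fixed in advance, the share of intronic windows as long as the site that held such a cluster anywhere was also measured. It was 7.17% (95% Wilson interval 7.03 to 7.31) of 136288 randomly placed windows. Clusters as dense as this were present in 527 shared sites (25.4%, 23.6 to 27.4) and in 326 of the 4142 windows of equal length that flanked them (7.87%, 7.09 to 8.73). From the ratio to the intronic spacing, the paper concludes that E-boxes are enriched in the element.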

Next, we examined evolutionary conservation across the *Stim1* intronic element using a tool (PhyloP) that provides a phylogenetic conservation score for each base within a target region, by comparing sequences of placental species (Cooper et al., 2005). We calculated average conservation scores within a 50 bp sliding window across a 550 bp stretch that either spanned the NEUROD2 binding site or randomly selected exonic or intronic sequences. As expected, we observed a much higher level of sequence conservation of randomly selected exons as opposed to introns (Fig. 2*B*). Surprisingly, *Stim1* intronic element also exhibited a high degree of conservation, which was comparable to random exonic sequences. Finally, we also calculated average NEUROD2 ChIP-Seq scores (*MACS* score) in a similar manner within a 50 bp sliding window across the same 550 bp stretch. As a result we observed a clear correlation between levels of NEUROD2 binding and evolutionary conservation (Fig. 2*B*,*C*).

To better understand the potential functional implications of NEUROD2 binding to *Stim1* intronic element, we asked whether this location was enriched in histone modifications that are associated with either transcriptional activation or repression. In contrast with our previous global analysis of histone modifications associated with all NEUROD2 binding sites, here we focused only on the *Stim1* gene. An analysis of peaks for different histone modifications uncovered a prominent peak for H3K4me3 (promoter marker) and less prominent but still significant peaks for H3K4me1 (enhancer marker) and H3K27ac (marker of transcriptional activity), all of which overlapped with the TSS of *Stim1* (Fig. 2*A*,*D*). Interestingly, however, the *Stim1* intronic element was not associated with histone modifications linked to promoters, enhancers, or actively transcribed or repressed chromatin (Fig. 2*A*,*E*). Moreover, NEUROD2 binding was not detected at the *Stim1* promoter, as defined by the promoter-specific histone modification H3K4me3 (Fig. 2*A*,*D*). 

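Between the start of Stim1 at 102267806 and its end at 102437319 on chromosome 7, each antibody had 1 peak, and all 3 peaks were those of the intron 2 site. Within 100000 bp on either side of the gene there was only 1 further peak, with antibody 2. It lay 57840 bp upstream of the TSS and had a score of 50.06, close to the lowest score in the lists. No peak of any antibody passed the authors' threshold at the promoter. Binding below that threshold was not measurable from peak lists.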

Since this prominent NEUROD2 binding site was not associated with markers of either promoters or enhancers, next we decided to investigate the binding profile of a marker for another *cis*-regulatory element. Toward this aim, we acquired ChIP-Seq data representing binding sites of insulator protein CTCF (CCCTC-binding factor) in P0 mouse forebrain tissue (ENCODE Project Consortium, 2012; encodeproject.org). CTCF is a transcription factor commonly associated with chromatin loop formation (Hnisz et al., 2016). Evidence from recent studies have suggested that chromatin loops represent topologically associated domains, in which promoter activities are regulated by enhancers located within a loop and insulated from outside enhancers (Hnisz et al., 2016; Long et al., 2016). We observed a CTCF binding site that overlapped with NEUROD2 binding site within *Stim1* intron 2 (Fig. 2*A*,*E*). Our observation raised the possibility that NEUROD2 may function by binding to an insulator element and consequently shielding the *Stim1* promoter from the influences of inappropriate enhancer activity.

Next, we confirmed NEUROD2 binding to the *Stim1* intronic element both in embryonic (E14.5) and postnatal (P0) developmental stages by ChIP-qPCR. As in our previous ChIP-qPCR analyses, as a negative control we used template chromatin DNA immunoprecipitated with a GFP antibody. In additional negative controls, we also performed ChIP-qPCR using primers specific to nontarget *Stim1* intronic sequences (introns 1 and 3). As a result, we observed a robust and highly significant enrichment of NEUROD2 at the target *Stim1* intronic element within intron 2 (100-fold for E14.5 samples and 35-fold for P0 samples; *p* < 1 × 10^−5^; Fig. 3*A*, Table 2). Notably, reduced levels of enrichment and statistical confidence were detected for sequences located on *Stim1* introns 1 and 3, most likely due to the proximity of these sequences to the strong NEUROD2 peak located on intron 2. In summary, our data support a specific binding of NEUROD2 to a conserved *Stim1* intronic element that is highly enriched in E-box elements.

**Figure 3.**
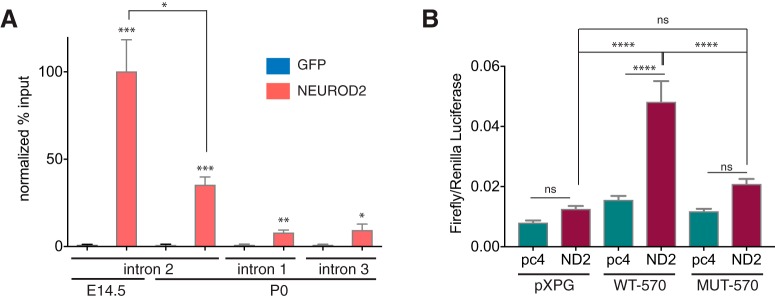
Verification of NEUROD2 binding to the conserved element within *Stim1* intron 2. ***A***, NEUROD2 binding to *Stim1* intronic element is confirmed in E14.5 and P0 cortices by ChIP-qPCR. ChIP DNA acquired with an unrelated GFP antibody is used as a negative control. Amount of DNA immunoprecipitated with either a NEUROD2 antibody (NEUROD2 ChIP DNA) or GFP antibody (GFP ChIP DNA) is expressed as percentage of input DNA (% input). NEUROD2 % input values are then normalized to GFP % input values. Strong enrichment of NEUROD2 is detected at the NEUROD2 binding element located in *Stim1* intron 2 both in E14.5 and P0 cortices. Slight enrichments are observed for *Stim1* introns 1 and 3. Data are representative of six biological replicates each composed of three technical replicates. Bars represent SEM. *p* < 0.0001 determined by one-way ANOVA followed by unpaired *t* test, *p < 0.05, **p < 1 × 10^−4^, ***p < 1 × 10^−5^ (Table 2). ***B***, Luciferase activity is measured from HEK 293T cell lysates that are transfected either with an empty luciferase reporter plasmid (pXPG) or with a luciferase reporter downstream of a wild-type (WT-570) or mutated 570 bp fragment (MUT-570) *Stim1* intronic element. In addition, cells are also cotransfected with either an empty (pc4) or NEUROD2 expressing (ND2) pcDNA4 vector. Firefly luciferase activity is normalized to Renilla luciferase signal. Data represent three independent experiments with each sample measured in triplicates. Bars represent SEM. D’Agostino–Pearson test showed normal distribution of the data (α = 0.05). One-way ANOVA and *post hoc* Tukey’s multiple-comparison analysis was performed, ****p < 0.0001 (Table 2).

Next, we tested whether the four clustered E-boxes localized to the *Stim1* intronic element were required for NEUROD2 recruitment. Toward this aim, we cloned a 570 bp fragment composed of the NEUROD2 binding site and encompassing all four E-boxes, upstream of the TSS of the luciferase gene in a reporter construct (WT-570; Bert et al., 2000). We cotransfected this reporter construct along with an empty or a NEUROD2-expressing plasmid into HEK293T cells and measured luciferase activity 24 h later. We observed that when recruited to a site immediately upstream of the TSS of a reporter gene, NEUROD2 significantly activated gene expression (Fig. 3*B*). This result was not unexpected since numerous previous studies had reported NEUROD2 acting as a transcriptional activator when bound to either endogenous promoter sequences or promoters cloned immediately upstream of reporter genes (McCormick et al., 1996; Ince-Dunn et al., 2006; Fong et al., 2012; Bayam et al., 2015). When we used a mutant reporter construct in which all four E-box elements within the 570 bp fragment were destroyed by site-directed mutagenesis (MUT-570), the capacity of NEUROD2 to influence luciferase gene expression was significantly reduced (Fig. 3*B*). These results suggested that the E-boxes are required for NEUROD2 recruitment to this particular sequence. However, given that the NEUROD2 binding site on the *Stim1* gene was located in an intron, which was far removed from the TSS and was also bound by the chromatin insulator element-associated protein CTCF, we argued that this reporter construct most likely did not faithfully recapitulate the effect of NEUROD2 on endogenous *Stim1* expression. Therefore, next we decided to investigate the effect of NEUROD2 on *Stim1* expression from its genomic locus.

### NEUROD2 limits *Stim1* gene expression in cortical neurons

To determine the effect of NEUROD2 on *Stim1* expression, we knocked down *Neurod2* in mouse primary cortical neurons via transfection of shRNA and quantified *Stim1* expression. To achieve a high efficiency of transfection with primary neurons, we used an electroporation-based method (nucleofection) and achieved ∼80–90% transfection efficiency. Initially, we tested two separate shRNAs and found that shND2-1 knocked down *Neurod2* expression much more efficiently compared with shND2-2 (Fig. 4*A*). Interestingly, compared with a NS shRNA, *Stim1* mRNA, and protein levels increased ∼1.3- to 1.5-fold on knockdown of *Neurod2* with the more effective shND2-1 and changed minimally with the less effective shND2-2 (Fig. 4*B–D*). Therefore, for the remaining experiments we decided to use shND2-1, which knocked down NEUROD2 levels by ∼65% of the control and subsequently resulted in aberrant *Stim1* upregulation (Fig. 4*A–D*).

**Figure 4.**
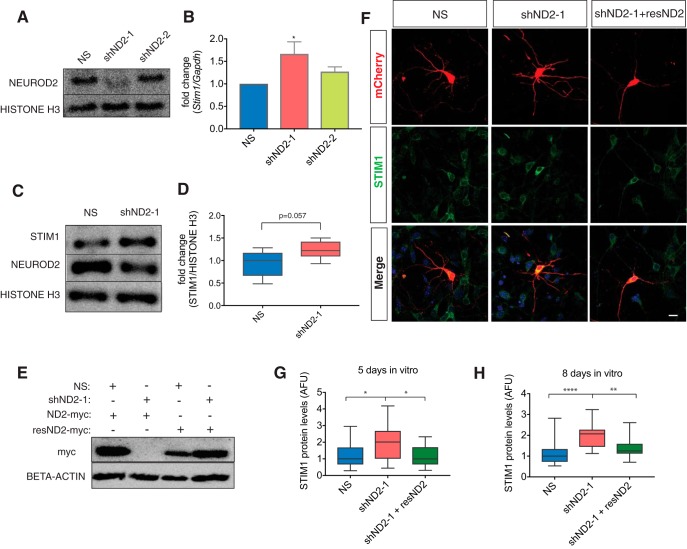
NEUROD2 suppresses *Stim1* expression. ***A***, Immunoblotting analysis reveals that two separate shRNAs (shND2-1 and shND-2) can suppress *Neurod2* expression compared with a nonsilencing shRNA (NS) in primary cortical cultures with different efficiencies. ***B***, *Neurod2* mRNA levels normalized to *Gapdh* mRNA is measured by RT-qPCR in cortical cultures transfected with either shND2-1 or shND2-2. While both shRNAs induce an upregulation of *Stim1* mRNA, the effect of the more potent shND2-1 is greater. Data represent three biological replicates, each with three technical replicates. One-way ANOVA followed by *post hoc* Tukey’s test, *p = 0.023. ***C***, ***D***, Primary cortical cultures were transfected with NS shRNA and shND2-1. STIM1 protein levels were quantified by immunoblotting and normalized to histone H3 loading control. Data are presented as bar graphs; the line marks the median; the box represents the 25th and 75th percentiles; top and bottom whiskers mark minima and maxima, respectively. Unpaired *t* test, *p* = 0.057. ***E***, resND2-myc, a cDNA resistant to shND2-1, was generated. HEK293T cells were transfected with NS shRNA or shND2-1, along with either ND2-myc or resND2-myc cDNAs. Immunoblotting analysis against the myc epitope revealed that while shND2-1 completely knocked down the expression of ND2-myc, resND2-myc expression was not affected. ***F***, Primary cortical neurons were transfected at low efficiency with shND2-1 either alone or together with resND2-myc and immunofluorescently stained against STIM1 protein. Transfected cells were identified based on their coexpression of mCherry from the shRNA-expressing plasmid. ***G***, ***H***, Quantification of STIM1 immunofluorescence signals from experiments presented in ***F***. Experimenter was blinded to all sample identity during staining and quantification. *n* = 30 for each condition from two independent experiments. Scale bar, 20 µm. Data are presented as bar graphs; the line marks the median; the box represents the 25th and 75th percentiles; top and bottom whiskers mark minima and maxima, respectively. Nonparametric Kruskal–Wallis test was followed by Dunn’s multiple-comparison analysis, *p < 0.02, **p = 0.0012, ****p < 0.0001 (Table 2).

Next, we questioned whether knocking down NEUROD2 expression in the majority of neurons in culture could potentially cause an unusual culture environment and result in secondary, cell-nonautonomous effects on *Stim1* expression. To eliminate this possibility, we transfected shND2-1 at a low efficiency into neurons and quantified STIM1 protein levels by immunofluorescent staining with the experimentalist blinded to sample identity (Fig. 4*F*). Consistent with our RT-qPCR and immunoblotting results, we observed a significant increase in STIM1 expression after *Neurod2* knock down (Fig. 4*G*,*H*). Importantly, we were able to rescue STIM1 levels by cotransfection of an shRNA-resistant mouse *Neurod2* cDNA, which was identical in its amino acid sequence to wild-type NEUROD2 (resND2; Fig. 4*E–H*). Finally, we also determined whether or not the mRNA level of *Stim2*, another sensor of ER Ca^2+^ and regulator of SOCE, was also affected after *Neurod2* suppression, and we observed a slight enrichment that was not statistically significant (1.5-fold enrichment; *p* > 0.05). Together, we concluded that NEUROD2 binding to the *Stim1* intronic element is correlated with a NEUROD2-dependent decrease in *Stim1* expression.

Based on our results, we argued that a model in which NEUROD2 limited *Stim1* expression would be consistent with an inverse correlation in the levels of these two proteins across cortical development. Therefore, we determined NEUROD2 and STIM1 protein levels in various developmental ages in cortical tissue in mice (Fig. 5*A*). Our results demonstrated that, throughout development, a downregulation of NEUROD2 was correlated with an upregulation of STIM1 levels (Fig. 5*A*,*B*). Interestingly, a similar inverse correlation between *Neurod2* and *Stim1* mRNA levels was observed in prefrontal cortical tissue obtained across the human lifespan (Fig. 5*C*; braincloud.jhmi.edu/; Colantuoni et al., 2011). Together, our results are consistent with NEUROD2 acting as a brake on STIM1 expression in cortical neurons during development. However, since *Neurod2* is expressed only in excitatory neurons and *Stim1* is expressed in progenitors, neurons, as well as astrocytes (Kraft, 2015), the protein levels quantified by bulk analysis of cortical tissue reflected cumulative STIM1 levels from all these cell types. Future experimentation will help to clarify cell type-specific regulation of *Stim1* expression by NEUROD2 across cortical development.

**Figure 5.**
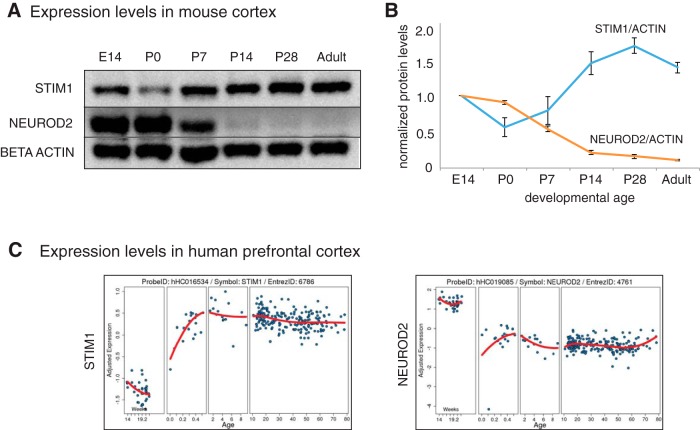
NEUROD2 and STIM1 expression are inversely correlated across cortical development. ***A***, ***B***, Immunoblotting analysis and quantification of protein levels across development in cerebral cortical tissue revealed an inverse correlation between NEUROD2 and STIM1 protein expression. STIM1 protein levels are normalized to the amount of β-actin. Data represents two biological replicates, each quantified as duplicates. Bars represent the SEM. ***C***, *Stim1* and *Neurod2* mRNA levels were plotted as a function of age in human prefrontal cortex using postmortem tissue. Plots were acquired from braincloud.jhmi.edu (Colantuoni et al., 2011). Similar to mouse data, an inverse correlation in *Neurod2* and *Stim1* expression was observed in humans as well.

### NEUROD2 is required for fine-tuning of SOCE in cortical neurons

SOCE constitutes an important source of calcium entry and signaling in neurons. Briefly, depletion of ER Ca^2+^ stores causes the ER Ca^2+^ sensor STIM proteins (STIM 1 and STIM2) to interact with and activate cell surface Ca^2+^ release-activated Ca^2+^ (CRAC) channels, thereby resulting in a second wave of cytoplasmic Ca^2+^ rise (Moccia et al., 2015). Genetic suppression of *Stim1* or CRAC channels, or pharmacological blockade of CRAC channels, results in complete abrogation of this second wave of calcium rise that constitutes SOCE (Somasundaram et al., 2014). Since our data suggested that knockdown of *Neurod2* caused an upregulation in STIM1 levels, we next asked whether this effect also translated into deranged neuronal SOCE. We transfected primary cortical neurons with either NS shRNA or shND2-1 and measured cytoplasmic Ca^2+^ levels with the Ca^2+^-sensitive dye Fluo-3. We imaged transfected neurons selected by the coexpression of the marker gene mCherry. ER Ca^2+^ stores were released by treatment with 5 µm thapsigargin, a blocker of SERCA (sarcoplasmic/endoplasmic reticulum Ca^2+^ ATPase) pump. As expected, on thapsigargin treatment of neurons bathed in Ca^2+^-free buffer, we observed an initial wave of cytoplasmic Ca^2+^ increase both in control and NEUROD2-depleted neurons at comparable levels (Fig. 6*A*,*B*,*D*). As long as neurons were kept in Ca^2+^-free buffer, the ER stores remained empty, a situation that was presumably sensed by the Ca^2+^ sensor STIM1. On switching to a buffer containing 2 mM Ca^2+^, an immediate SOCE response was observed as a second wave of cytoplasmic Ca^2+^ rise. Consistent with a role for NEUROD2 in *Stim1* regulation, we observed an upregulation of SOCE in neurons depleted of NEUROD2, a response that was rescued by coexpression of shRNA-resistant resND2 (Fig. 6*A*,*C*,*E*). Specifically, on induction of SOCE, a significant upregulation of Ca^2+^ influx above control levels was detected during the early time periods (∼50 s) following NEUROD2 depletion, although this difference was attenuated during the later phase of SOCE (Fig. 6*E*,*F*).

**Figure 6.**
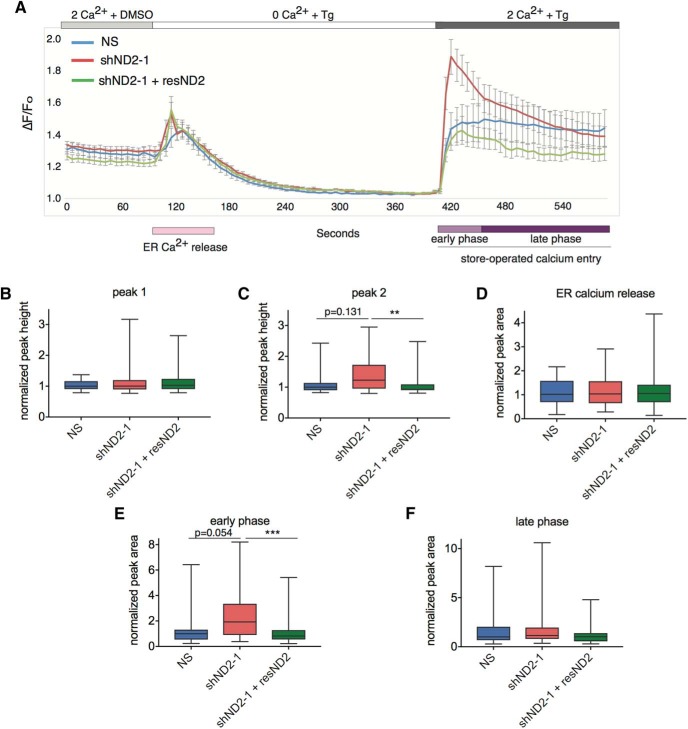
Suppression of *Neurod2* expression results in increased SOCE response. ***A***, Primary cortical cultures were transfected with NS shRNA or shND2-1 together with either an empty or shRNA-resistant *Neurod2* (resND2) expressing pcDNA4 vector. On the day of imaging, cultures were loaded with calcium-sensitive dye Fluo-3 and imaged by live imaging. Baseline signal was acquired by bathing the cells in Ringer’s buffer containing 2 µm Ca^2+^. Upon treatment with thapsigargin (Tg) and withdrawal of extracellular Ca^2+^, a first wave of rise in signal was observed that corresponded to emptying of ER Ca^2+^ stores (at ∼100 s). A second wave of signal was observed on providing Ca^2+^ containing Ringer’s buffer that corresponded to store-operated calcium entry (at ∼400 s). ***B***, ***C***, Quantification of initial peak heights for first wave (ER Ca^2+^ release) and second wave (SOCE) of Ca^2+^ signals unveiled an increase in SOCE on *Neurod2* knockdown that was rescued by coexpression of resND2. ***D–F***, Measurement of the total area under the peaks revealed that ER Ca^2+^ release was not affected; however, the early phase (∼50 s) but not the late phase of SOCE was significantly upregulated upon *Neurod2* suppression. Traces are color coded as follows: NS shRNA (blue); shND2-1 (red); and shND2-1 + resND2 (green). Data are presented as bar graphs; the line marks the median; the box represents the 25th and 75th percentiles; top and bottom whiskers mark minima and maxima, respectively. *Neurod2* is abbreviated as ND2. Nonparametric Kruskal–Wallis test was followed by Dunn’s multiple-comparison analysis, **p = 0.0073, ***p = 0.0008 (Table 2).

Next we tested the effects of *Neurod2* overexpression on SOCE response. We transfected primary cortical neurons with an empty vector or a vector overexpressing resND2 in otherwise wild-type neurons. In agreement with our prediction, we observed a significant suppression of SOCE (Fig. 7*A*,*E*,*F*) but not of steady-state ER Ca^2+^ levels (Fig. 7*A*,*B*,*D*) in neurons overexpressing NEUROD2 protein. Together, our results suggest that NEUROD2 fine-tunes neuronal SOCE by inhibiting STIM1 expression and that the level of SOCE response is regulated by the amount of NEUROD2 protein available in the cell.

**Figure 7.**
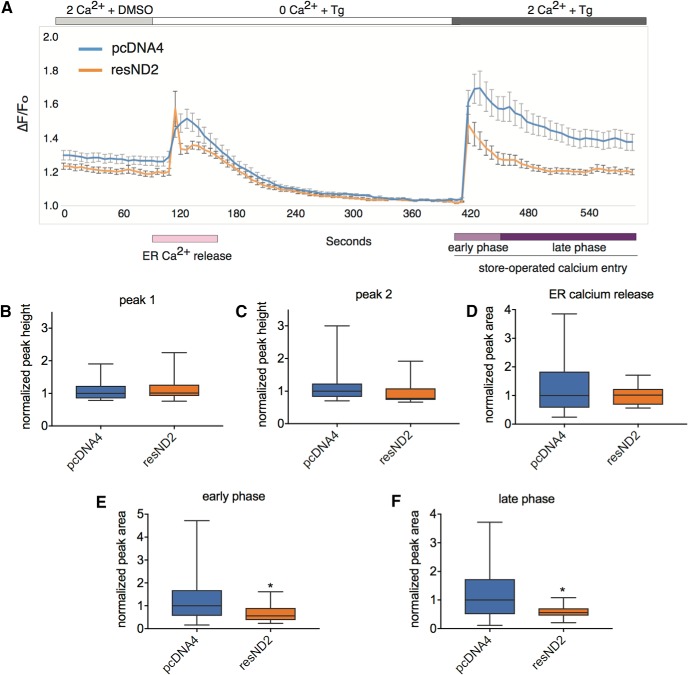
Overexpression of *Neurod2* reduces the SOCE response. ***A***, Primary cortical neurons were transfected with either empty or resND2 expressing pcDNA4 vector, and calcium imaging was performed as described in Figure 6*A*. ***B***, ***C***, Measurement of peak heights of first- and second-wave of Ca^2+^ signals revealed that overexpression of *Neurod2* in otherwise wild-type neurons causes a suppression of SOCE but does not affect steady-state levels of ER Ca^2+^. ***D–F***, Calculation of total area under peaks demonstrated that both late and early phases of SOCE are downregulated upon *Neurod2* overexpression. Traces are color coded as follows: pcDNA4 (blue) and resND2 (orange). Bars represent the SEM. Unpaired *t* test determined the p value: *p < 0.05. Data are presented as bar graphs; the line marks the median; the box represents the 25th and 75th percentiles; top and bottom whiskers mark minima and maxima, respectively (Table 2). ND2, *Neurod2*.

## Discussion

### Implications of NEUROD2-regulated store-operated calcium entry

Almost all phases of cortical development from neural progenitor proliferation to axon guidance and synaptic plasticity are regulated by a range of calcium signaling pathways activated by different sources of calcium influx, including intracellular stores and SOCE (Uhlén et al., 2015). In contrast to Ca^2+^ influx through voltage- and neurotransmitter-gated calcium channels, little is known about how SOCE influences neuronal differentiation during cortical development. Accumulating evidence indicates that SOCE exists in neurons, where it is linked to neuronal growth cone turning, axon guidance, synaptic plasticity, and regulation of neuronal excitability (Park et al., 2010; Kraft, 2015; Majewski and Kuznicki, 2015; Moccia et al., 2015). However, how SOCE itself is regulated in neurons, which cellular components are involved, how they interact with different signaling pathways, and the nature of neuronal gene expression programs that establish and control SOCE are poorly understood. Our genome-wide target gene analysis has identified an unanticipated role for NEUROD2 during early postnatal cortical development as a suppressor of SOCE. Our results reveal that NEUROD2 binds to the second intron of the *Stim1* gene, and this association is linked to a decrease in *Stim1* expression. We have demonstrated that while *Neurod2* knockdown causes an increased SOCE response, its overexpression results in repressed SOCE. However, whether *Stim1* is the sole NEUROD2 target or whether additional target genes that control SOCE exist remains to be determined.

STIM proteins (STIM1 and STIM2) are ER Ca^2+^ store sensors that interact with plasma membrane-localized CRAC channels on ER Ca^2+^ depletion, inducing their opening and providing a subsequent wave of Ca^2+^ influx to refill the ER (Liou et al., 2005; Roos et al., 2005; Zhang et al., 2005). SOCE and specifically, the roles of Stim genes (*Stim1* and *Stim2*) are increasingly gaining attention as critical regulators of neuronal Ca^2+^ signaling and homeostasis. Recently, it was demonstrated that *Stim1* regulates axonal branching, growth cone guidance, cell migration, and neural progenitor cell proliferation (Mitchell et al., 2012; Shim et al., 2013; Somasundaram et al., 2014; Tsai et al., 2014). In particular, it appears that SOCE is tightly regulated within spatiotemporally confined subcellular domains, at least in part by the localization of STIM1 to compartments, such as the growth cones of pathfinding axons. It is noteworthy to mention that a downregulation of SOCE and upregulation of voltage-gated Ca^2+^ influx is observed as neural progenitors mature toward a neuronal fate within the developing cortex (Maric et al., 2000; D'Ascenzo et al., 2006; Somasundaram et al., 2014). The functional implications for this switch in the mode of calcium influx are currently unknown. The acquisition of an excitable membrane might allow neurons to activate additional signaling pathways, such as those activated by voltage-gated Ca^2+^ channels (VGCCs), that would be inaccessible in other cell types. Since the initiation of *Neurod2* expression also overlaps with neural progenitor cell cycle exit and differentiation to post-mitotic neurons, it will be interesting to explore whether and how NEUROD2 controls the transition from SOCE-mediated to voltage-mediated Ca^2+^ influx. Based on our results, we can sufficiently conclude that NEUROD2 is required for limiting *Stim1* expression in postmitotic neurons; however, future experiments will be required to understand the exact stage of neuronal differentiation in which this NEUROD2-dependent effect is initially observed.

Several studies have demonstrated STIM1-dependent reciprocal regulation between SOCE- and depolarization-induced Ca^2+^ influx. While the inhibition of *Stim1* caused a decrease in SOCE response, as expected, it also induced augmentation of Ca^2+^ influx through L-type VGCCs (Park et al., 2010; Wang et al., 2010). Interestingly, NEUROD2 transcriptional activity is induced on Ca^2+^ influx through VGCCs (Aizawa et al., 2004; Ince-Dunn et al., 2006). Together, one can imagine a scenario in which depolarization-induced calcium influx activates NEUROD2, which in turn calibrates levels of STIM1 and SOCE and, consequently, STIM1-dependent inhibition of L-type VGCCs.

To date, the role of STIM1 in radial migration of neurons in the developing cortex has not been investigated. However, a recent study investigating sheet migration of endothelial cells (human umbilical vein endothelial cells) demonstrate that STIM1 localizes to the leading edges of migrating cells (Tsai et al., 2014). Further gain-of-function and loss-of-function experiments in this study support a model where STIM1 is a negative regulator of migration speed. Interestingly, NEUROD2 is highly expressed within the cortex during the peak of radial migration (Telley et al., 2016). Although, endothelial sheet migration and neuronal radial migration most likely differ substantially from each other, we speculate that NEUROD2 might promote migration by suppressing a repressor of migration. On the other hand, additional studies investigating STIM1 impact on cell migration speed using various cancer cell lines have reported opposite results, suggesting that STIM1 is an accelerator of migration speed (Yang et al., 2009; Chen et al., 2011). While the involvement of STIM1 in the migration process is evident, its cell type-specific effects necessitate further investigations in relevant tissue and developmental stages.

### NEUROD2 as a transcriptional regulator

Our data demonstrate that one of the most prominent NEUROD2 binding sites in the mouse genome maps to a conserved intronic element enriched in E-boxes within the *Stim1* gene. Further, we demonstrate that shRNA-mediated suppression of *Neurod2* expression is correlated with an upregulation of *Stim1* mRNA and protein abundance. Our results uncover a novel mode of gene expression regulation by NEUROD2. To date, NEUROD2 has been presumed to act only as a transcriptional activator. Interestingly, in equivalent tissue and developmental stages, this element is also bound by CTCF, a transcription factor associated with chromatin insulators. Collectively, our results are consistent with a model in which NEUROD2 can fine-tune gene expression by functioning as part of an insulator complex and preventing the promoter from spuriously associating with enhancers located outside of the insulated neighborhood. Consequently, a downregulation of NEUROD2 protein levels may render the *Stim1* promoter vulnerable to the influence of an enhancer that can now ectopically promote transcription. It is generally acknowledged that, while not all CTCF peaks function as insulators, a large majority of insulators are bound by CTCF (Hnisz et al., 2016). Therefore, whether this *Stim1* intronic element is functioning as an insulator is currently unknown. In future experiments, we are very interested in further pursuing this possibility and testing whether this intronic element is required for limiting *Stim1* gene expression in a NEUROD2-dependent manner in neurons.

Our findings add to a series of recent discoveries of several neuronally expressed TFs limiting gene expression by binding to intronic elements (Wiegreffe et al., 2015; Rannals et al., 2016; Soldner et al., 2016). Most relevant to our findings is a study exploring TCF4, a ubiquitously expressed bHLH factor known to heterodimerize with tissue-specific bHLH TFs, including NEUROD2 (Ravanpay and Olson, 2008). The authors demonstrate that TCF4 binding to intronic elements within the *Scn10a* and *Kcnq1* genes, both encoding ion channels, induces a suppression of gene expression, which is associated with a deregulation of intrinsic excitability of cortical neurons (Rannals et al., 2016). In light of the finding that TCF4 biochemically interacts with NEUROD2 (Ravanpay and Olson, 2008), it is of future interest to test whether NEUROD2 and TCF4 functionally interact on specific sites to regulate gene expression.

In summary, our genome-wide target gene analysis of the neurogenic TF NEUROD2 has uncovered a novel gene expression mechanism by which differentiating cortical excitatory neurons fine-tune the extent of SOCE. We believe that future analyses of our results in the context of other high-throughput datasets representing TF binding, gene expression, chromatin accessibility, and conformation will provide valuable insights into how gene regulatory circuits function in guiding the differentiation of cortical excitatory neurons.

How the deposited data were processed for this re-analysis (not part of the article)

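NEUROD2 binding was measured by ChIP-Seq in cerebral cortex pooled from 5 wild-type mice at postnatal day 0, with 3 antibodies and 1 library per antibody. The antibodies were treated as 3 replicates of the measurement of binding. The library of the GFP antibody entered only as the control of the authors' peak calling, and the library of input DNA was not used here.

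The authors mapped the reads to GRCm38 (mm10) with Bowtie and called peaks with MACS for each antibody against the GFP reads. The deposited peak lists hold 1 score per peak, minus 10 times the log10 of p from MACS, and the lowest score in the lists was 50. The authors' deposited table of shared sites holds 1 score, a gene, a transcript and a location per site. In the 2051 of the 2071 sites with the limits of a merged region, this deposited score equals the sum of the MACS scores of the peaks of all antibodies in the site, and so does not correspond to the p of a single test. Scores were not scaled between antibodies. They were used to rank and filter peaks, to describe classes of sites by their median, and to correlate antibodies across sites, as ranks or, in an alternative, as log10 scores.

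From these files, peaks were merged when they shared at least 1 bp. The overlap of antibodies and the closeness to TSSs were compared with 1000 circular shifts within each chromosome, leaving out the first 3000000 bp. Sites were assigned by their midpoints to promoters (within 1000 bp of a TSS), exons, introns or intergenic sequence of GENCODE M21. Shares carry 95% Wilson intervals, and correlations carry intervals from 2000 bootstrap draws of sites. These intervals cover counting error over sites and not variation between mice, and whether the antibodies were used on separate pools of mice is not known. The read depth of the libraries is unknown from these files. E-boxes (CANNTG) were counted in the central 200 bp of each site and in windows 2000 bp from its edges on each side, and compared with 100000 random sign flips. Control windows matched for GC content lay on the same chromosome, outside all merged sites, within 2 percentage points of GC. The CTCF core CCASYAGRKGGC, in IUPAC letters, was searched on both strands with at most 1 mismatch and compared by Fisher's exact test. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.

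The procedures were tested on simulated data. All 500 planted shared regions were recovered. The test of closeness to TSSs gave p under 0.05 in 6 of 200 data sets without and in 200 of 200 with a planted preference, and the E-box test in 9 of 200 and in 200 of 200. Apart from what was planted, simulated TSSs and sites were spread evenly over a single chromosome, and E-boxes were counted in random sequence. The error rates under the clustering of real sites, TSSs and bases were therefore not tested. All 200 planted CTCF cores were found.

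The genes and sites named were fixed before the data were examined, and were the genes that the paper names for the ChIP-Seq data, the 10 highest scoring sites, Neurod2, Stim2, Tcf4, Scn10a, Kcnq1 and a list of genes of store-operated calcium entry. The result for 1 of these genes is not reported here. The alternatives concerned the overlap required, the score threshold, the TSSs and windows, the ranking score, the control windows and leaving out each antibody in turn. The experiments by qPCR, luciferase, knockdown, calcium imaging and histone or CTCF ChIP-Seq were not analysed here.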

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

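Several tests were chosen only after the result they bear on was seen. They used promoters without a site, split the sites by antibody, compared genes of similar length, or combined GC content with E-boxes inside the CTCF core. The test without CTCF cores that hold an E-box was also chosen after seeing the data. So were the tests against windows matched for GC of cores without mismatch, and of E-boxes at promoter or non-promoter sites alone. No biological condition was varied in this experiment, so no biological explanation was tested against another condition.

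The paper examines E-boxes at the Stim1 element and in introns of the genome, not across the other binding sites. Across all shared sites, the central 200 bp held 2.45 E-boxes per window against 1.16 in the flanks, 2.10-fold more (95% bootstrap interval 2.01 to 2.21; two-sided permutation test, p = 1e-05, the smallest p possible). GC content does not account for it, since against windows matched for GC the ratio was 2.29-fold. Promoter sequence does not account for it either, since outside promoters the ratio was 2.37-fold. In the paper's luciferase assay, mutation of the E-boxes of the Stim1 element reduced the effect of NEUROD2 on the reporter. Recognition of E-boxes by NEUROD2 across the other sites stays a hypothesis, which these values allow. CAGCTG (5.83-fold) and CAGATG (4.57-fold) were the most enriched of the E-box forms, and outside promoters they ranked 1 and 2 among the 949 hexamers with at least 100 occurrences. Over all sites, promoters included, GC-rich hexamers were more enriched, and these E-boxes ranked 56 and 98 of 1319.

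The paper reports CTCF binding at the Stim1 element only. A CTCF core with at most 1 mismatch was present in 322 shared sites (15.5%, 95% Wilson interval 14.1 to 17.2) and in 6.57% of the flanks, a 2.37-fold difference (two-sided Fisher's exact test, p = 3.3e-28). GC content alone leaves 1.88-fold, and outside promoters the ratio was 2.52-fold. The core can itself contain an E-box, as does 1 of the 2 cores at Stim1, CCCCCAGATGGC (chromosome 7, 102369893 to 102369904, GRCm38). Without cores that hold an E-box the ratio to the flanks was 1.48-fold (Fisher's exact test, p = 0.000138), so E-boxes inside the core are not the whole cause. With such cores left out and windows matched for GC together, however, the ratio was 1.20-fold (Fisher's exact test, p = 0.0565), so that these 2 explanations combined may account for the excess at this definition of the core. For cores without mismatch the ratio was 5.30-fold against windows matched for GC (Fisher's exact test, p = 1.99e-13). It was 3.07-fold with cores that hold an E-box also left out (Fisher's exact test, p = 0.000762), from 23 of 2065 sites against 15 of 4130 windows, a test examined after the 1.20-fold result. For these cores the values argue against E-boxes and GC content together as the whole cause. For cores with at most 1 mismatch the combined explanation stays open, and the sequences do not measure CTCF binding.

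Sites found with antibody 2 only are not discussed in the paper. Of these, 47.5% (95% Wilson interval 46.3 to 48.7) lay within 1000 bp of a TSS, against 30.9% of the sites of all 3 antibodies (two-sided Fisher's exact test, p = 2.78e-41). Sites of any 1 antibody had a share of 42.4%. Low scores do not account for this, because the share was 54.9% among sites of 1 antibody with a score of at least 100. Antibody 2 may account for it, since the sites of neither other antibody had a raised share. It was 14.4% (12.4 to 16.8) for antibody 1 only and 30.0% (26.0 to 34.4) for antibody 3 only, which did not differ from the shared sites (two-sided Fisher's exact test, p = 0.736). The value of 19.3% for both together is low because of antibody 1. Whether antibody 2 enriched promoters without regard to NEUROD2 is only partly answered. At promoter sites of 1 antibody E-boxes were no denser than in the flanks (1.03-fold, p = 0.206, two-sided permutation test), whereas the ratio was 1.37-fold against windows matched for GC and 1.62-fold against promoters without a site. The latter values argue against enrichment of all promoters alike as the whole cause. The control promoters were not matched for activity. Enrichment of active promoters by antibody 2 without regard to NEUROD2 therefore stays open. A difference in depth between the libraries was not testable from peak lists.

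Among genes with a role in the argument of the paper, Neurod2 itself had a shared site at its promoter, with a score of 719.9 (chromosome 11, 98329346 to 98329819, GRCm38) and the midpoint 65 bp from the TSS. Itpr2 and Itpr1, which encode receptors that release calcium from stores, had intronic sites with scores of 1336.25 and 497.8. They were 2 of 21 listed genes of store-operated calcium entry, a list that leaves out Stim1, the gene studied by the paper, from the count and from its test. Random lists of protein-coding genes of similar length had on average 2.55 genes with a site, and at least as many as observed in most lists (one-sided permutation p = 0.764), so that the length of these genes is sufficient to explain the number. No test addressed whether the Neurod2 site has a function.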

How the results depend on the processing

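Alternatives were set before the data were examined, apart from 8 that were chosen after seeing the data. Of 108 comparisons over 18 results, 80 kept their direction and side of the threshold or stayed within the error or range set for them. Of the others, 24 values moved, 2 became stronger, 1 became weaker and 1 reversed.

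The number of separate sites was 19562 without merging and 5363 with scores of at least 100, and it ranged from 6163 to 12190 when each antibody was left out, lowest without antibody 2. Fewer peaks enter in these last cases by construction. Shared sites numbered 954 with scores of at least 100, and from 2114 to 4073 when 2 antibodies sufficed, highest without antibody 3. Requiring 80 bp in common, chosen after seeing the data, moved neither number beyond 1.5 times. Overlap above chance, closeness to TSSs and the E-box excess passed the threshold under every alternative set for them. In a further split, the E-box test did not pass at promoter sites of 1 antibody against their flanks (1.03-fold).

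The promoter share was 25.5% with protein-coding TSSs, 26.0% with a window of 500 bp, 35.6% with 2000 bp, and 29.4% to 35.3% with each antibody left out. The intronic or exonic share was 43.2% with 500 bp, 35.6% with 2000 bp and 36.5% to 39.3% with each antibody left out. The intergenic share was 37.5% with protein-coding TSSs. These moves follow from the definitions used, except those from antibodies left out, for which the cause was not tested.

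The Stim1 site ranked 8th by antibody 2 and 8th by antibody 3, 6th by the mean of the 3 ranks, 4th by score per length, and 11th, 11th and 8th among all peaks of antibodies 1, 2 and 3. The non-promoter share of the highest sites reversed against the rest in the highest 1%, at 61.9%, and passed the threshold by antibody 1, at 81.2%, and with protein-coding TSSs, at 82.6%; the cause was not tested. With single antibodies, 5 (antibody 1) and 11 (antibody 2) calcium entry genes other than Stim1 had a peak. E-box spacing was 178.73 bp without repeats and 183.95 bp in intron 2 of Stim1.

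The CTCF excess fell below the threshold, at 1.20-fold, for cores without an E-box against windows matched for GC, chosen after seeing the data. No paired comparison of conditions was possible because the antibodies form a single group. The E-box tests against flanks or matched windows paired each site with its own windows. Fisher's exact tests of the CTCF core pooled sites and windows, and so left this pairing out. Without read counts, weak binding under the authors' threshold was not measured.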

Differences from the paper's values

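The paper gives 19562 unique binding sites over the 3 experiments, and merging the peaks gave 12637. Of the alternatives set before the data were examined, the sum of the 3 lists without merging gave 19562; the 50% overlap (12771), merging within 100 bp (12271), scores of at least 100 (5363) and leaving out an antibody (6163 to 12190) did not close the gap.

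The paper gives p below 1e-164 for the shared sites. The lowest deposited score was 163.66, which on the scale of minus 10 times log10 of p corresponds to 4.31e-17. Read directly as an exponent of 10 and rounded to a whole number, the score would give the paper's value. The deposited score is a sum over peaks, so neither is the p of a single test, and no alternative was set for this value.

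The start of the Erg site is 9539059 in the paper and 95390600 in the deposited table, counted from 1. No alternative was set for it.

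Other values were within 1.5 times of the paper's. For the paper's 2071 shared sites merging gave 2088, and requiring 80 bp in common, chosen after seeing the values, gave 2071. At 80 bp, 2062 sites of the deposited table had the limits of a merged site, against 2051 at 1 bp. The paper's 25% of sites in promoters compares with 31.1%, and the settings nearest to it were protein-coding TSSs (25.5%) and a window of 500 bp (26.0%). The paper's 1328 genes compare with 1452, and 1328 is the number of sites with a gene symbol in the authors' deposited table, which lists 1172 distinct symbols.

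The paper's Table 1 places the Tecr site in an intron and the Man1c1 site in an exon. With GENCODE M21 the midpoint of the Tecr site was 543 bp from a TSS of another transcript and that of the Man1c1 site was intronic. The paper names Cux1 as a target tested by ChIP-qPCR. The Cux1 primers listed in the paper match chromosome 5 from 136565605 to 136565785 (GRCm38), which is 78756 bp from the closest shared site and overlaps no peak. The closest peak, of antibody 2 with a score of 114.55, lies 1122 bp away.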

Other observations

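The tests against promoters without a site were chosen only after the closeness to TSSs was seen. The test of promoter sites against windows matched for GC was also chosen after seeing the data.

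Closeness to TSSs could arise if promoters were enriched by any antibody, whatever their sequence. At the promoters of shared sites, E-boxes were 1.47-fold denser than in the flanks (95% bootstrap interval 1.33 to 1.62), against 2.37-fold outside promoters. At the same promoters, E-boxes were 2.02-fold denser than in windows matched for GC. Against promoters without a site, matched for GC and distance to the TSS, the ratio was 2.24-fold. Each of these ratios at promoters had p = 1e-05 (two-sided permutation tests, the smallest p possible). GC content is therefore unlikely to be the whole source of the E-boxes at these promoters. Enrichment of all promoters alike is also unlikely to be the whole cause of the closeness to TSSs. The promoters without a site were not matched for activity in cortex, however. Whether any antibody would enrich active promoters, which may differ in E-boxes, was therefore not decided.

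The overlap of the antibodies could likewise arise from regions that any antibody enriches. The excess of E-boxes over matched windows was higher in shared sites than in sites of 1 antibody by 0.620 per window (two-sided permutation test, p = 0.0001, the smallest p possible). Outside promoters the difference was 0.540. Scores were not matched, and 6377 of the 8041 sites of 1 antibody had scores under 100. These sites of 1 antibody also had a 1.75-fold excess over matched windows. Regions enriched by any antibody could hold E-boxes too, so the difference cannot decide this question.

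The ChIP-qPCR amplicons of Neurod6, Bhlhe22 and Nrcam overlapped peaks of all 3 antibodies. The amplicons of Gsx2, Gad1, Calb2 and Npy overlapped none. The Gad1 product placed from the listed primers was 1631 bp long, and the other placed amplicons were 108 to 348 bp long. Such a product is longer than the sonicated fragments of the paper's methods, so its use as a control is uncertain. The forward primer listed for Dlx2 had no match in the genome, so the Dlx2 amplicon could not be placed. The closest peak to the Gad1 amplicon lay 3792 bp away, with antibody 2 and a score of 125.65. The amplicon in Stim1 intron 2 (chromosome 7, 102370039 to 102370220, GRCm38) overlapped the end of the site. The amplicon in intron 3 lay 24652 bp from this site, which was the nearest. The amplicon in intron 1 lay 100593 bp from the nearest shared site. Its nearest peak of any antibody, 58528 bp away, was the peak upstream of the gene with a score of 50.06. A TSS of Stim1 lay 522 bp from this amplicon, within the promoter window of 1000 bp. The paper reports reduced enrichment at introns 1 and 3 and proposes proximity to the intron 2 peak as the reason. Both distances to a shared site are longer than the sonicated fragments of the paper's methods, so no single fragment would span them. Weak binding at the intron 1 amplicon was not measurable from peak lists. Stim2, Scn10a and Dlx2 had no peak of any antibody, and Tcf4 and Kcnq1 had peaks but no shared site.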
